A study of Homo sapiens with 42 samples.

How the data were processed

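ATAC-seq peak lists of 42 samples were analysed: 7 human cancer cell lines, each treated for 4 h with FHT-1015 or DMSO, with 3 biological replicates per group. Per the labels' protocols, libraries were made by the original ATAC-seq method with size selection by beads on both sides. The aligner, any shift of reads for the transposase, the peak caller and its version, and the genome build are not given in the sources used here. The files have no header. Cell line, treatment and replicate number were taken from the labels of each sample. The design text of the series names 6 of the lines and leaves out MV411, whose samples are labelled like the others and were used.

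Each sample had its own list of peaks in narrowPeak form, so replicates were not pooled. An interval could hold several summits, and each summit counted as a peak. The fold enrichment of a peak is a ratio of its pileup to the background, as the authors deposited it. The p-value and q-value of a peak are on the −log10 scale in the deposited lists. The deposited score was 10 times the −log10 p and was not used. All values of a peak are the authors' and were used only to describe, rank or filter peaks within their own list. The lowest −log10 p of a list lay between 2 and 2.04 and the narrowest interval was 150 bp in every list, so the lists had been made with a lenient threshold of p and no threshold of q. Between 20.8% and 99.6% of the peaks of a sample had q below 0.05 and between 0.787% and 60.8% had −log10 q of at least 5. Weak peaks repeat poorly between replicates, so a length of a list says little by itself. This is why the comparisons of numbers, gene-end shares, regions and loci were also made with strict peaks, those with −log10 q of at least 5. Median widths were 190 to 236 bp in the 4 lines with the word small in their peak names and 244 to 305 bp in the other 3. What the word marks, such as a class of fragment sizes, is not given in the sources used here, so comparisons were made within lines.

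Scaffolds named as in GRCh38 occurred in the lists. RefSeq genes of GRCh38.p14 (19974 protein-coding genes on the chromosomes used) were therefore set against the summits. Between 13.3% and 78.7% of strict summits of a sample lay within 1 kb of a gene end, and 2.61% to 5.46% did when gene ends were moved by 100 kb. Coordinates are those of the files, written from 1, and are taken to be GRCh38 on these grounds. The gene table gives no strand, exons or introns, so the planned distance to the transcription start was replaced by the distance to either end of a gene, the planned window of the lineage loci by the gene with 100 kb on each side, and only "inside" or "outside" a gene is stated. Genome sequence was not used here, so the 20 motifs chosen before the data were examined were not analysed here.

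The lists hold no read counts. The values of the deposited columns fitted a model in which the fold is (P + 1)/(L + 1) and p the Poisson tail of a whole-number pileup P over a background L. P and L were solved for from the 2 values, with a tolerance of 0.01 on −log10 p, and whole-number solutions were found for at least 99.99% of the peaks in every sample. Among 4000 evenly spaced peaks (up to −log10 p of 30), the background value shared within 1% by the largest number, which was also the lowest in every sample, was taken as a stand-in for the relative depth of a sample. Between 17.5% and 79.6% of these peaks lay at it, and the others had a higher local background. Whether this floor counts all reads or those outside peaks is not given in the sources used here. On simulated lists the largest error was 0.0004%. This background sets the precision of all counts of peaks: a deeper sample yields smaller p for the same enrichment. Pileups were also drawn binomially down to 0.5 of the background of the shallowest sample of the line, and peaks with −log10 p of at least 5 kept. On simulated data with no change, thinning brought the deeper sample from 138.9% to 100.3% of the peaks of the shallower. With the signal lowered to 0.6, it gave 65.6% where the unthinned lists gave 111.2%. Lines with a background under 0.1 in any sample (92-1) were not thinned. Since background may rise when reads leave peaks, the thinning was repeated with FHT-1015 samples kept at 2 times the background of the DMSO samples, a round value and not an estimate.

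Regions were windows of 500 bp around summits on chromosomes 1 to 22 and X, picked from the highest percentile of −log10 p within its own list without overlap, over all 42 lists. A sample had a region when a peak overlapped it by at least 100 bp. Each region was tested with an exact stratified test: the distribution of the number of FHT-1015 samples with a call, given the calls of each line, convolved over lines, with Benjamini-Hochberg adjustment at 0.05. On simulated data (real calls with labels shuffled within lines for every region, and 200 regions planted as lost) it found 0, 143, 197 and 200 of the 200 regions lost in 4, 5, 6 and 7 lines among 2141943 regions of the deposited lists, and 128, 185, 200 and 200 among 315053 regions of strict peaks, with 0 false calls in each. Peak number (log2) and gene-end share were compared over lines by permuting treatment labels within lines 100000 times and within a line by the exact permutation test over 20 assignments, all two-sided. On 400 simulated sets with no effect, 4% had p below 0.05. The difference between lines was tested by the SD of the line effects and by exact tests of the 21 pairs. Lost and gained regions were counted against the other 9 splits of a line, and regions lost in 2 or more lines against 99 draws of labels permuted within lines. For pairs of lines, the number lost in both was divided by the number expected from the separate shares, pooled over pairs, also within 10 by 10 strata of the lowest percentile that a region held in the DMSO lists of each line, and set against the same draws. For the lineage loci, 0.5 was added to the group means before the log2 ratio, and matched genes were drawn from the 500 genes nearest in number of regions. The lineage loci of 1 line are not reported here.

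The regions named follow a rule fixed before the data were examined: per line the 2 lost and 2 gained regions with the highest value of the lowest percentile over the 3 lists of the group with calls, and over lines the 3 with the smallest p in each direction. The report gives the coordinates of those ranked first, and of both lost regions in 22RV1 and MV411. How the percentile was taken was corrected after the first list of regions had been seen. At first a region took the percentile of the whole interval that overlapped it, and 24 of the 28 regions then named had an interval within 500 bp in all 3 samples of the other group, since windows on the flank of strong peaks ranked highest. The percentile was then taken from summits inside the region. The rule for lost and gained regions was not changed by this.

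Alternatives fixed before the data were examined were strict peaks, distinct intervals, lists of equal length, overlaps of 1 and 250 bp, merged peaks as regions, gene-end distances of 0.5 and 2.5 kb, all annotated genes, loci with 50 and 250 kb, depth as a covariate, sign flips over lines, a replicate block, and leaving out each replicate and each line. Chosen after the data had been seen were q below 0.05, thinned lists, the 10000 strongest peaks, the gene end with more calls, regions called in at least 6 samples, the sets of lines by peak name, FHT-1015 at 2 times the background, strict and 10000-peak lists without 92-1 or without MV411, the pair ratio of lost regions, strict peaks for that ratio and for the gene ends and edges of lost and gained regions, strict peaks for the loci, the similarity and the shared lost regions, and regions clear of intervals of the other group. Peaks on chromosome Y and scaffolds, 0.0642% to 0.488% of a list, were left out of the comparisons. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.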

Results

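Chromatin accessibility was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into DNA that nucleosomes leave open, so that reads pile up at accessible elements. The 42 samples came from 7 human cancer cell lines: 92-1 (uveal melanoma), 22RV1 (prostate adenocarcinoma), RD (rhabdomyosarcoma), A375 (melanoma), DU4475 (breast carcinoma), HCT116 (colorectal adenocarcinoma) and MV411 (acute myeloid leukaemia). Each line was treated for 4 h with FHT-1015, an inhibitor of SMARCA4 and SMARCA2, the ATPases of the BAF chromatin remodelling complexes, or with the solvent DMSO as the control. Each of the 14 groups held 3 biological replicates. MV411 is labelled like the other lines but is not among the 6 that the design text of the series names, so values without it are also given. The data analysed were the peak lists that the authors called for each sample. The comparisons asked how inhibition of the remodeller changed the number, location and identity of accessible regions in each line and over the lines.

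The deposited lists held between 114291 and 431956 peaks per sample on chromosomes 1 to 22 and X. The number of reads per sample is unknown, since the lists give none. A background pileup was therefore recovered from the fold enrichment and p-value of the peaks as a stand-in for relative depth. Reads that leave peaks for the rest of the genome may also count in it, so equal background is not shown to be equal sequencing depth. The background ranged from 0.0341 to 2.79 over the samples. In 92-1 the background differed 12.6-fold between the 6 samples and averaged 0.212 ± 0.189 with DMSO and 0.123 ± 0.153 with FHT-1015 (SD, n = 3). In 2 lines the groups did not overlap in background. The FHT-1015 samples of MV411 lay below the DMSO samples, at 0.266 ± 0.00548 against 0.453 ± 0.0484, and those of 22RV1 lay above, at 0.895 ± 0.128 against 0.633 ± 0.0889 (SD, n = 3). The FHT-1015 mean was 123.3% of the DMSO mean in RD and 152.1% in A375, with overlapping groups. It was 100.9% in DU4475 and 98.6% in HCT116.

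**Figure D1:**
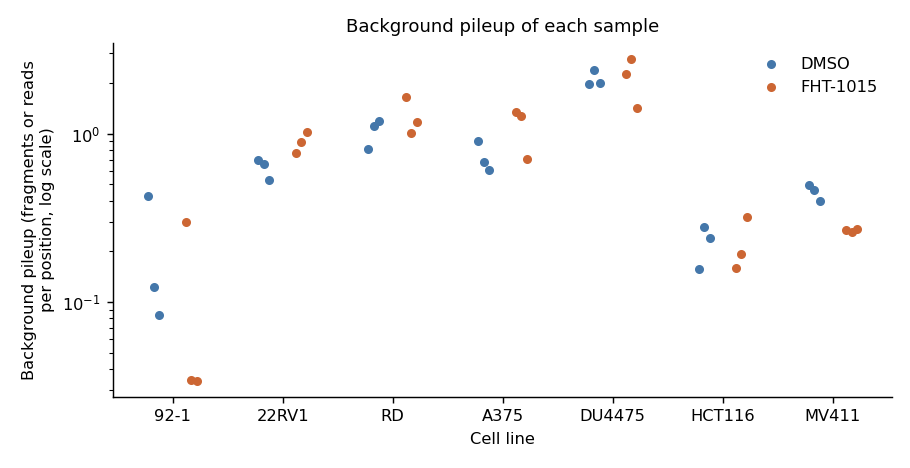
Background pileup of each of the 42 samples, on a log axis, by cell line and treatment; each point is 1 sample. The values ran from 0.0341 to 2.79, and the 6 samples of 92-1 differed 12.6-fold.

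Replicates were compared before they were averaged. Between 2 samples of a line, at most 6.37% of the intervals of the shorter list were identical over the 105 pairs, so no pair was counted as 1 sample. For each pair the Jaccard index of called regions, the number of regions called in both samples divided by the number called in either, lay between 0.07 and 0.540. The sample with the highest index to a given sample came from the same line for 41 of the 42 samples, the exception being the FHT-1015 replicate 3 of HCT116. Pairs within a treatment group were pooled over DMSO and FHT-1015. Their mean Jaccard index exceeded that of pairs across treatments by 0.0289 over the 7 lines (permutation test within lines, two-sided, p = 1e-05). This is the smallest p that 100000 draws can give. The difference was above 0 in 6 lines. It was -0.0026 in HCT116, where samples of different treatments were as alike as replicates. With strict peaks, those with −log10 q of at least 5, the mean difference was 0.110 and was above 0 in 7 of 7 lines. The nearest sample then came from the same group for 39 of the 42 samples, against 25 with the deposited lists.

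The number of peaks in the deposited lists fell by 0.19 on the log2 scale over the 7 lines with FHT-1015, which did not pass the threshold of 0.05 (permutation test within lines, two-sided, p = 0.0794), and was lower in 5 of 7 lines. The groups did not overlap in 92-1, which had 381599 ± 43614 peaks with DMSO and 217104 ± 59983 with FHT-1015, and in RD, which had 224158 ± 16578 and 183200 ± 27007 (SD, n = 3). An exact test of 3 against 3 samples cannot go below p = 0.1. The exact permutation p, two-sided, was 0.1 in 92-1 and RD and 0.3 to 1 in the other lines, and the lowest p adjusted over the 7 lines by the Benjamini-Hochberg method was 0.35. A pair of HCT116 samples each decided whether the result over lines passed. The log2 difference was -0.24 without DMSO replicate 1 (permutation test, p = 0.0341) and -0.25 without FHT-1015 replicate 3 (permutation test, p = 0.0186). The threshold moved this result most. Strict peaks fell by 0.96 on the log2 scale over the lines (permutation test within lines, two-sided, p = 6e-05) and were fewer in 7 of 7 lines. Without 92-1, whose samples differed most in background, they fell by 0.63 (permutation test, p = 0.00014), and the difference in the deposited lists shrank to -0.084 (permutation test, p = 0.437). Without MV411 strict peaks fell by 0.94 (permutation test, p = 0.00052). Peak names in 4 lines (92-1, 22RV1, HCT116 and MV411) held the word small and those in 3 lines did not. The sources used here do not give what the word marks, such as a class of fragment sizes, so values are also given for each set of lines. The log2 difference in strict peaks was -1.21 in the first set (p = 0.00061), -0.64 in that set without 92-1 (p = 0.00192) and -0.62 in the second (permutation tests within lines, p = 0.0219). For the deposited lists the difference was -0.26 (p = 0.141) and -0.10 (permutation tests, p = 0.328).

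The decrease in strict peaks was largest in MV411, RD and 22RV1 among the lines whose groups did not overlap. MV411 had 112752 ± 8307 strict peaks with DMSO and 53196 ± 477 with FHT-1015, 47.2% of the control (SD, n = 3). RD had 45253 ± 3473 and 21025 ± 7297, 46.5% of the control. 22RV1 had 67852 ± 10523 and 40206 ± 2448, 59.3% of the control, although its FHT-1015 samples had the higher background. DU4475 had 54756 ± 8480 and 40501 ± 5441, 74.0% of the control. The groups overlapped in A375 (83.2% of the control), HCT116 (94.6%) and 92-1 (22.4%). In 92-1 background and treatment went together, as the FHT-1015 replicates 2 and 3 had the lowest background of all samples and only 2037 and 1412 strict peaks.

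**Figure D2:**
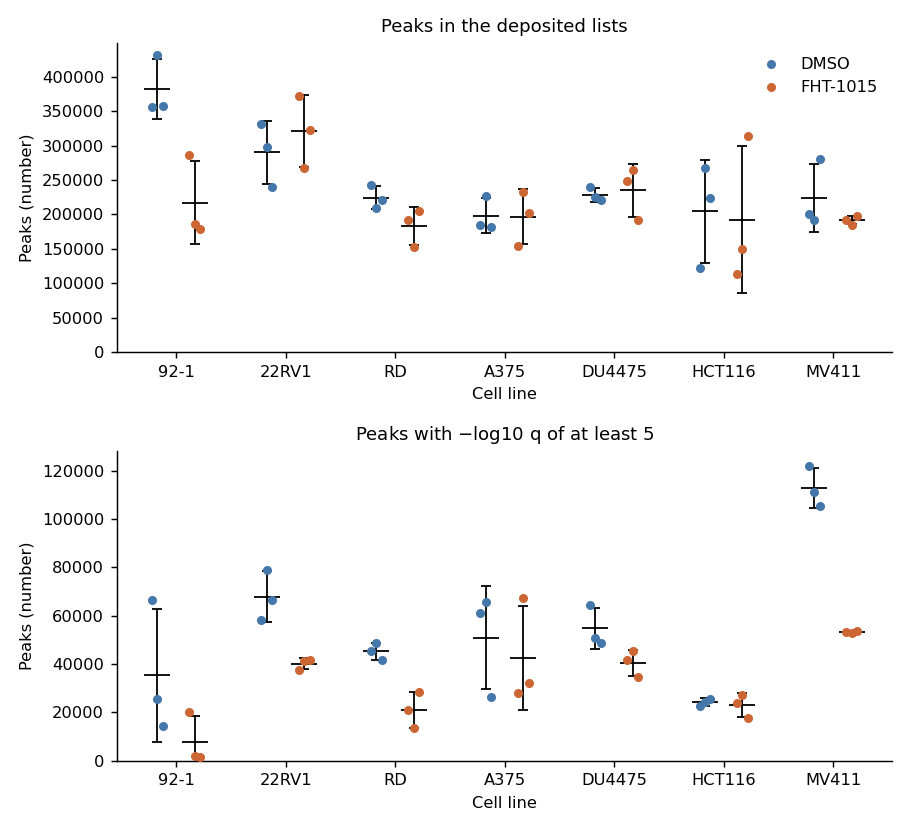
Number of peaks per sample, by cell line and treatment, in the deposited lists (upper panel) and with −log10 q of at least 5 (lower panel). Each point is 1 sample, and black marks show the mean and SD of the 3 samples of a group. In the lower panel the mean of MV411 was 112752 with DMSO and 53196 with FHT-1015.

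Background was then equalised within each line by drawing the pileup of every peak down to a common background and keeping peaks with −log10 p of at least 5 in the thinned data, an alternative chosen after the data had been seen. 92-1 was left out because its lowest background was too low. Thinned peaks fell by 0.63 on the log2 scale over the other 6 lines and were fewer in 6 of 6 (permutation test within lines, two-sided, p = 3e-05). The FHT-1015 mean was 42.6% of the DMSO mean in RD, 54.0% in 22RV1, 68.3% in MV411 and 81.3% in DU4475, in each case without overlap. In A375 it was 63.7% and in HCT116 97.1%, with overlapping groups. When FHT-1015 samples were instead kept at 2 times the background of the DMSO samples, the log2 difference was 0.15 (permutation test, p = 0.249), so the fall in number depends on how the background is matched. Peaks were then fewer in 22RV1 (84.1% of the control) and RD (72.8%), with overlapping groups, and more in MV411 (155.1%) without overlap. They were also more in HCT116 (167.6%), DU4475 (114.0%) and A375 (110.3%), with overlapping groups.

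The location of peaks was described by the percent of summits within 1 kb of either end of a protein-coding gene. This gene-end share stands in for a promoter share, because the gene table gives no strand and the start of a gene cannot be told from its end. In the deposited lists the share rose by 0.47 percentage points over the lines with FHT-1015 (permutation test within lines, two-sided, p = 0.423) and was higher in 5 of 7 lines. The exact permutation p was 0.3 or higher in each line. Within strict peaks the share rose by 12.1 percentage points (permutation test, p = 1e-05, the smallest that 100000 draws can give), was higher in 7 of 7 lines and did not overlap between the groups in 6 of them, A375 being the exception. Among thinned peaks it rose by 9.58 percentage points in 6 of 6 lines (permutation test, p = 1e-05). Strict and thinned lists were shorter with FHT-1015 in each line, so these 2 rises are not apart from list length. The share rose by 3.50 points with FHT-1015 at 2 times the background (permutation test, p = 0.0271) but was higher in only 3 of 6 lines. In MV411 it fell from 16.7% ± 0.320 to 13.9% ± 0.127, without overlap of the groups (SD, n = 3).

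To compare lists of the same length, the 10000 strongest peaks of each sample by −log10 p were taken, an alternative chosen after the data had been seen. Their gene-end share rose by 10.3 percentage points (permutation test within lines, two-sided, p = 3e-05) and its mean was higher in 7 of 7 lines. It was 31.6% ± 0.731 with DMSO and 53.2% ± 0.285 with FHT-1015 in MV411, and 49.7% ± 0.254 and 63.4% ± 1.13 in 22RV1 (SD, n = 3). The groups were also apart in A375 (55.9% ± 2.72 and 71.1% ± 4.49), RD (72.9% ± 0.168 and 80.2% ± 1.23) and HCT116 (52.4% ± 1.14 and 59.8% ± 0.979). They overlapped in DU4475 (80.6% ± 0.806 and 80.7% ± 0.621) and in 92-1 (31.1% ± 2.55 and 38.0% ± 15.9). The rise was 12.4 percentage points in the 4 lines with small in their peak names (p = 0.00031) and 7.55 in the 3 other lines (permutation tests within lines, p = 0.00159). Without MV411 it was 8.45 (permutation test, p = 4e-05). The direction depended on how many peaks were kept. When each list was shortened to the length of the shortest of all lists, 114291 peaks, the share was lower with FHT-1015 (mean difference -1.001 percentage points, permutation test, p = 0.159). It was lower in 5 of 7 lines, without overlap of the groups in 22RV1, RD, DU4475 and MV411, and higher in A375 and HCT116 with overlap.

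**Figure D3:**
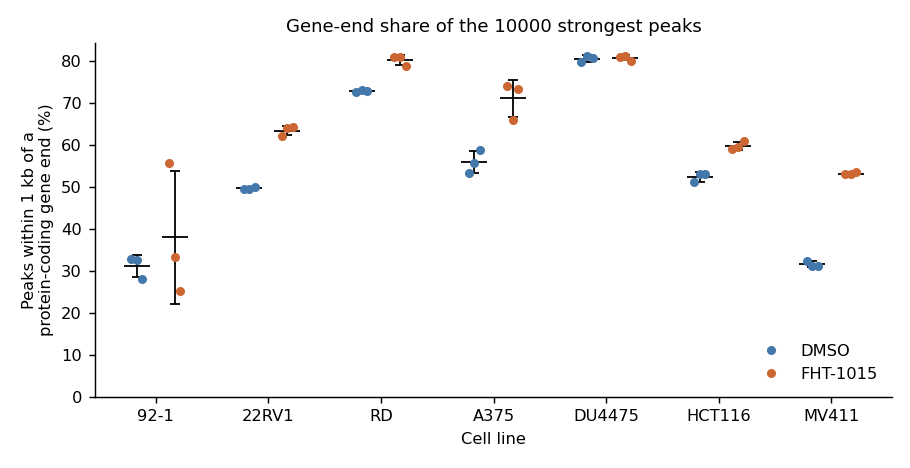
Percent of the 10000 strongest peaks of each sample whose summit lay within 1 kb of an end of a protein-coding gene, by cell line and treatment. Each point is 1 sample, and black marks show the mean and SD of the 3 samples of a group. The groups were apart in 5 lines and overlapped in 92-1 and DU4475.

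Whether the effect differed between lines was tested by permuting treatment labels within lines, for all lines and for pairs of lines. An effect shared by the lines was not removed first, so it widens the permuted spread. A p above the threshold therefore does not show that the lines responded alike. The SD of the 7 line effects was 0.323 for log2 peak number (permutation test within lines, one-sided, p = 0.275) and 1.29 percentage points for the gene-end share (p = 0.578 by the same permutation test). The share came close to the threshold in lists of 114291 peaks (SD 2.78 points, permutation p = 0.0528) and at q below 0.05 (SD 4.28 points, permutation p = 0.0585). The SD of the share effects passed the threshold, among the settings run, only with FHT-1015 at 2 times the background (6.19 points, permutation p = 0.0355). In the deposited lists none of the 21 pairs of lines differed after Benjamini-Hochberg adjustment of exact permutation tests over 400 assignments. The lowest adjusted p was 0.472 for peak number and 0.735 for the gene-end share, and with strict peaks 0.542 and 0.866. In thinned lists it was 0.675 and 0.622 over 15 pairs, and for the gene-end share of the 10000 strongest peaks 0.315 and of lists of 114291 peaks 0.131. At q below 0.05 it was 0.0525 for peak number and 0.105 for the gene-end share. With FHT-1015 at 2 times the background it was 0.112 for peak number, and for the gene-end share MV411 differed from 22RV1 and from RD (exact permutation tests, adjusted p = 0.0375 each over 15 pairs). This test is weak for a pair in which only 1 line changed, because the real difference and its mirror are 2 of the 20 assignments of that line. The difference of 21.4 points between MV411 and DU4475 in the 10000 strongest peaks, far beyond the SDs of their groups, had an exact permutation p of 0.075 on that account.

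To follow individual sites, peaks of all samples were placed on 2141943 windows of 500 bp, and a sample was counted as having a region when a peak overlapped it by at least 100 bp. Each region was tested over the 7 lines with an exact stratified permutation test of the number of DMSO samples with a call, two-sided. After Benjamini-Hochberg adjustment 0 regions were called less often and 0 more often with FHT-1015. At an unadjusted p below 0.05, 20334 regions were called less often and 3631 more often. In simulated data, regions were planted as lost in every sample of a given number of lines. The test on the deposited lists found 0 of 200 regions lost in 4 lines, 143 of 200 lost in 5 lines and 200 of 200 lost in 7 lines. A loss in 4 lines was thus not detected with 200 such regions. A larger number of them could pass, because the adjusted threshold depends on how many regions have a small p. Losses in fewer lines were not planted.

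With strict peaks, which gave 315053 regions, 4 regions were called less often and 0 more often after adjustment, and 8871 and 62 at an unadjusted p below 0.05. The 4 regions are named because they were few, after their values had been seen, and none lay inside a protein-coding gene. The region on chromosome 7 from 7099388 to 7099887, 57.7 kb from the nearest gene end, that of C1GALT1, was called in 18 DMSO samples and 0 FHT-1015 samples and was lost in 6 lines (exact stratified test, p = 3.1e-08, adjusted p = 0.00985). The region on chromosome 11 from 134033928 to 134034427, 34.9 kb from JAM3, was called in 20 and 2 samples (exact test, adjusted p = 0.0158). The region on chromosome 2 from 15730475 to 15730974, 99.6 kb from DDX1, was called in 19 and 2 samples (exact test, adjusted p = 0.0263), and the region on chromosome 1 from 230824966 to 230825465, 11.9 kb from C1orf198, in 16 and 0 samples (exact test, adjusted p = 0.0492). None of the 4 passed the threshold in the deposited lists, where the adjusted test called 0 regions. The loss of these 4 regions is a loss of strict peaks, and weaker peaks may remain there with FHT-1015. In the deposited lists no region was lost in more than 4 lines, and the smallest p was 1.25e-06 (exact stratified test).

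The regions of the deposited lists with the smallest p did not pass the adjustment (adjusted p = 1 for each by the exact stratified test). Called less often were regions inside FAM24A (chromosome 10, 122911859 to 122912358; 16 DMSO and 1 FHT-1015 samples), inside LONRF2 (chromosome 2, 100292039 to 100292538; 19 and 4 samples) and 41.8 kb from IL17B (chromosome 5, 149445705 to 149446204; 18 and 2 samples). Called more often were regions inside CYP4F22 (chromosome 19, 15524720 to 15525219; 1 and 12 samples), 6.54 kb from EMP2 (chromosome 16, 10521634 to 10522133; 4 and 14 samples) and inside PRAMEF18 (chromosome 1, 13224975 to 13225474; 0 and 10 samples). PRAMEF18 belongs to a family of near-identical gene copies that share reads, so this region is uncertain.

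Within each line, a region was counted as lost when all 3 DMSO samples and no FHT-1015 sample had it, and as gained in the reverse case. Lost regions outnumbered gained regions in 7 of 7 lines. There were 21241 lost and 887 gained regions in MV411, 16093 and 982 in 92-1, 12898 and 5237 in 22RV1, 8904 and 1347 in RD, 5862 and 1547 in A375, 4230 and 2518 in DU4475, and 1904 and 804 in HCT116. The lost regions made up between 6.42% (HCT116) and 35.1% (92-1) of the regions called in all 3 DMSO samples of the line. The real split of the 6 samples gave more lost and gained regions than each of the 9 other splits into 3 and 3 in every line, but with a small margin in HCT116, where it gave 2708 and the highest other split 2697. In MV411 it gave 22128 and the highest other split 2253. A count over 10 splits cannot reach a share under 0.1.

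The counts fell in thinned lists, which combine equal background with a stricter threshold, in strict lists, where lost regions rose in MV411 alone, and with an overlap of 250 bp. In thinned lists 8680 regions were lost and 547 gained in MV411, 8417 and 55 in 22RV1, 3776 and 6 in RD, 2278 and 72 in A375, 943 and 69 in DU4475, and 379 and 255 in HCT116. In HCT116 another split then gave more regions, 1121 against 634. Lost regions outnumbered gained ones in 4 of 6 lines with FHT-1015 at 2 times the background. In HCT116 there were then 109 lost and 1175 gained, and in MV411 3395 and 3622. The window rule has a limit at the edges of wide intervals. Between 1.18% and 12.9% of the lost regions of a line, and between 3.77% and 23.5% of the gained ones, had an interval within 500 bp in all 3 samples of the other group. With a summit required inside the region and no interval of the other group within 500 bp, between 63.5% (DU4475) and 96.5% (MV411) of the lost and gained regions together were lost. In the deposited lists lost and gained regions both lay away from gene ends. Between 3.40% and 8.38% of the lost and 4.49% to 15.7% of the gained regions of a line had their centre within 1 kb of a protein-coding gene end, against 24.1% to 61.8% of the regions called in all 6 samples. In RD and DU4475 the share was lower in gained regions (4.60% and 4.49%) than in lost ones (8.38% and 5.18%). Regions called in all 6 samples were also stronger in most lines, and the shares were not compared at like strength. The median of the lowest percentile was 85.5 for them in 22RV1, against 55.7 in lost and 19.2 in gained regions. In 92-1 it was 34.5, against 41.6 in lost and 12.8 in gained regions. With strict peaks lost regions had a share of 3.22% to 20.2%, against 26.6% to 79.4% for regions called in all 6 samples. Gained regions were then fewer and nearer to gene ends in several lines, at 44.6% of 251 in HCT116, 39.9% of 168 in A375, 31.5% of 92 in 22RV1 and 12.4% of 185 in MV411. In RD the share was lower in the 7 gained regions (14.3%) than in the lost ones (20.2%). Many strict gained regions lay beside an interval of all 3 DMSO samples within 500 bp: 71.4% in RD, 30.4% in A375, 27.2% in 22RV1, 13.1% in HCT116 and 11.9% in MV411.

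**Figure D4:**
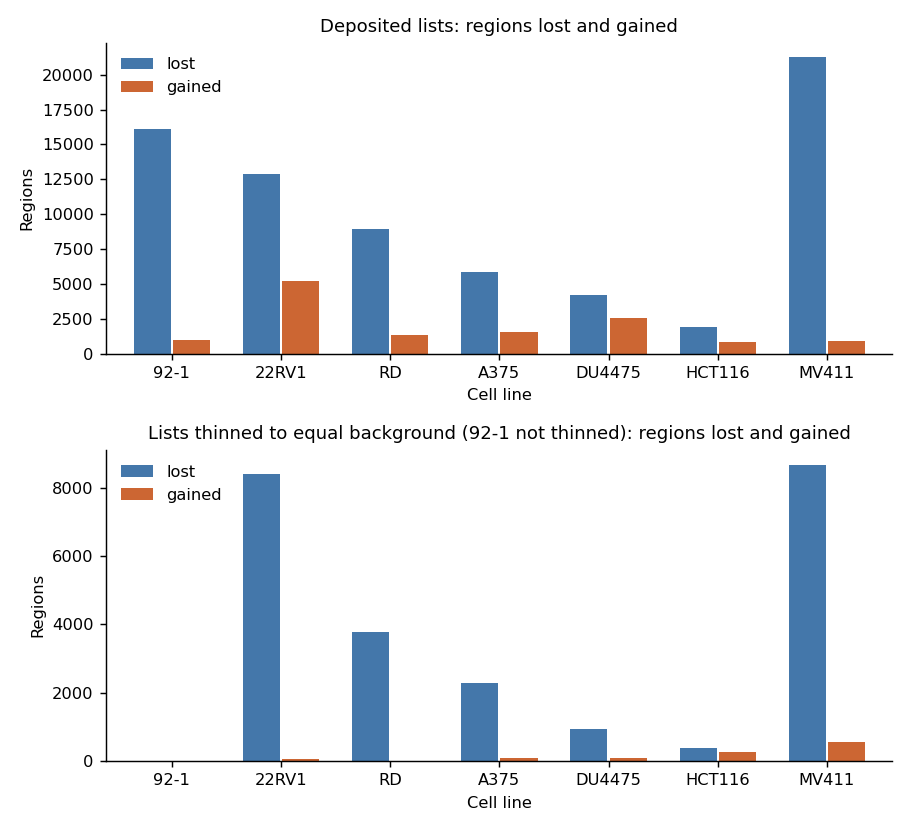
Regions called in all 3 DMSO and no FHT-1015 samples (lost) and the reverse (gained) by cell line, in the deposited lists (upper panel) and in lists thinned to equal background within a line (lower panel, without 92-1). Bars are counts and start at 0. In MV411 there were 21241 lost and 887 gained regions, and 8680 and 547 at equal background.

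The strongest lost regions were ranked by the lowest percentile of −log10 p that they held within their own 3 DMSO lists, a description of each list and not a test. In 22RV1 they were a region inside FAM167A (chromosome 8, 11474061 to 11474560), with a lowest percentile of 99.7 in the 3 lists, and a region inside KIAA0040 (chromosome 1, 175169189 to 175169688), with 99.1. In MV411 the highest ranked regions lay 28.2 kb from PROS1 (chromosome 3, 93844629 to 93845128) and 4.73 kb from MAP3K4 (chromosome 6, 160986791 to 160987290), with lowest percentiles of 97.3 and 96.8. No FHT-1015 sample of the line had an interval within 500 bp of these 4 regions. The highest ranked lost regions of the other lines lay 371.7 kb from KCND2 in 92-1 (chromosome 7, 119900941 to 119901440), inside SPEG in RD (chromosome 2, 219460457 to 219460956), 1.41 kb from ANKK1 in A375 (chromosome 11, 113401573 to 113402072), 48.96 kb from KCNK1 in DU4475 (chromosome 1, 233721224 to 233721723) and inside HHAT in HCT116 (chromosome 1, 210393633 to 210394132). An interval within 500 bp was present in 1 FHT-1015 sample for the region in 92-1, 2 for RD, 0 for A375, 1 for DU4475 and 3 for HCT116, so the region in HCT116 had a peak next to it in all FHT-1015 samples of that line.

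Among gained regions, the highest ranked were 2.97 kb from NR4A2 in 22RV1 (chromosome 2, 156335439 to 156335938), inside DYNC2H1 in 92-1 (chromosome 11, 103405926 to 103406425), inside CCN1 in A375 (chromosome 1, 85582350 to 85582849) and inside BHLHE40 in RD (chromosome 3, 4980196 to 4980695). Their lowest percentiles in the 3 FHT-1015 lists were 91.8, 98.0, 86.4 and 81.3. DMSO samples with an interval within 500 bp numbered 0 for the first 3 of these and 2 for the region in RD. In DU4475 the highest ranked gained region lay inside the overlapping genes BEAN1 and LOC124903698 (chromosome 16, 66483637 to 66484136). In HCT116 it lay inside IL1RAPL2 (chromosome X, 105191818 to 105192317), where the nearest gene end, at 26.9 kb, was that of TEX13A. In MV411 it lay 32.1 kb from IL21 and in no protein-coding gene (chromosome 4, 122577753 to 122578252). For the region near IL21, 3 DMSO samples had an interval within 500 bp.

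Lost regions were compared between lines. Of 68110 regions lost in at least 1 line, 2871 were lost in 2 or more, of which 145 were lost in 3 and 3 in 4 lines. With treatment labels permuted within lines, the highest of 99 other draws gave 595 such regions and the median of the draws 91 (permutation test, one-sided, p = 0.01, the smallest that 100 draws can give). The draws also lost fewer regions in total, at most 43364 in 1 or more lines, so this count does not test sharing apart from the number lost. The number lost in both of 2 lines, among regions called in all DMSO samples of both, was therefore set against the number expected from the separate shares. Over the 21 pairs it was 4.14 times the expected number, and the same ratio in the other draws had a median of 6.04 and reached 12.8, with 86 of 100 draws as large. With the expected number taken within strata of strength, the ratio was 2.12 against a median of 1.95 (28 of 100 draws as large). In thinned lists, without 92-1, it was 3.32 against 1.67 (7 of 100 draws as large), and in strict lists 3.08 against 1.58 (6 of 100 draws as large). None of these passed the threshold of 0.05.

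Loci of lineage genes, 2 per line, were fixed before the data were examined. Regions called within 100 kb of the gene were counted per sample, and the log2 ratio of group means was placed among 10000 sets of genes with a like number of regions. The pair of genes fell low in that distribution in A375 (percentile 1.38), RD (2.03) and HCT116 (3.95). In HCT116 this was not stable, although the pair also lay low within 50 kb (4.655) and in lists as long as the shortest of the line (1.73). Within 250 kb the pair lay at 17.1 in HCT116, against 5.35 in RD and 0.27 in A375. Within 100 kb CDX2 had 14.3 ± 0.577 regions with DMSO and 12 ± 8.66 with FHT-1015 in HCT116 (SD, n = 3). Its log2 ratio of -0.25 ran from -0.98 without FHT-1015 replicate 3 to 0.016 without FHT-1015 replicate 1. ASCL2 had 25 ± 6.56 regions with DMSO and 18.3 ± 4.73 with FHT-1015 (SD, n = 3). The log2 ratio of ASCL2, -0.44, stayed negative with each sample left out (-0.62 to -0.25). ASCL2 lay at percentile 2.1 and CDX2 at 22.7. In lists as long as the shortest of the line they lay at 16.4 and 2.5. The pair of genes lay at 44.9 in 92-1, 59.0 in MV411 and 94.6 in DU4475. MITF in A375 had 43.7 ± 5.69 regions with DMSO and 31.3 ± 7.37 with FHT-1015, and MYOG in RD 34.0 ± 2.65 and 22.3 ± 6.03 (SD, n = 3). Their percentiles among 500 genes of like size were 1.2 and 3.4. SOX10 had 34.0 ± 7.0 and 34.0 ± 5.29 regions in A375. With strict peaks the pair of genes lay at 2.84 in A375, 1.18 in RD and 30.8 in MV411. TFAP2C in DU4475 had 21.3 ± 1.53 regions with DMSO and 27.3 ± 2.31 with FHT-1015 in the deposited lists, and 4.33 ± 0.577 and 3.0 ± 1.0 with strict peaks (SD, n = 3). No strict region was called near GATA3 in any FHT-1015 sample of DU4475 or near ASCL2 in any DMSO sample of HCT116, and SOX10 in 92-1 had 0.333 ± 0.577 with FHT-1015, so the added 0.5 would set the ratio and no percentile of these pairs is given. The percentiles describe these libraries and are not tests over replicates.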

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

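The tests in this part were chosen only after the results had been seen. Groups of 3 samples are too small for a search for outlying samples, and none was made.

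The number of peaks with q below 0.05 moved in opposite directions between lines without overlap of the groups. FHT-1015 samples had 110.9% of the DMSO mean in 22RV1, 55.7% in RD and 80.8% in MV411. The difference in log2 effect was 1.01 between 22RV1 and RD and 0.45 between 22RV1 and MV411 (exact permutation tests over 400 assignments, two-sided, p = 0.005 each, n = 3 per group). Adjusted over the 21 pairs of lines by the Benjamini-Hochberg method both gave 0.0525, which did not pass the threshold, and the measure was picked among 6 that were searched. The FHT-1015 samples of 22RV1 also had the higher background, and more depth may bring more weak peaks past a threshold. At equal background 22RV1 fell to 54.0% of the control, but the thinned lists use a stricter threshold as well, and strict peaks fell without thinning (log2 difference -0.75). Background and treatment cannot be told apart as the source of the rise in 22RV1. A response of this line that differs from the others, which the design names, stays open and untested beyond the pair tests.

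Peaks on the Y chromosome and on scaffolds, which no comparison used, made up a larger share with FHT-1015 in RD, at 0.0792% ± 0.0022 against 0.0729% ± 0.00178 with DMSO, and in A375, at 0.104% ± 0.0062 against 0.0756% ± 0.00752 (SD, n = 3, no overlap). These were 123 to 157 peaks per FHT-1015 sample in RD and 171 to 234 in A375, against 152 to 173 and 128 to 191 with DMSO. In RD such peaks were thus not more numerous with FHT-1015, and their share rose as the lists were shorter. In the other 5 lines the groups overlapped. Groups of 3 against 3 fall apart by chance in 10% of comparisons, and 7 were made. A background difference could change how many peaks are found in these repeat-rich sequences. As a test of the background difference, the group with more background had the higher share in 4 of 7 lines, which decides nothing, so background and treatment cannot be told apart here. No biological explanation was tested.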

How the results depend on the processing

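The alternatives of q below 0.05, thinned lists, the 10000 strongest peaks, the gene end with more calls, sets of lines by peak name, FHT-1015 at 2 times the background, strict and 10000-peak lists without 92-1 or MV411, regions called in at least 6 samples and regions clear of other intervals, and strict peaks for the loci, the similarity and the shared lost regions, were chosen after the data had been seen. The others were fixed before. Over the results that answer a comparison and the alternatives run for each, 621 alternatives kept the direction and the side of the threshold (or stayed within 1.5 times a count), 19 passed the threshold newly, 39 reversed and 125 moved a count. A single line cannot pass the threshold with 3 against 3 samples, so its side of the threshold shows no stability. The cause was not tested where none is given.

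Peak number over lines fell past the threshold with strict peaks (-0.96), q below 0.05 (-0.26, permutation p = 0.038), thinned lists (-0.63) and strict peaks without 92-1 (-0.63) or without MV411 (-0.94), and also without the line 22RV1 (-0.25, permutation p = 0.0424) or HCT116 (-0.20, permutation p = 0.0382). Without the line 92-1 it shrank to -0.084 (permutation p = 0.437), the smallest difference with any of the 7 lines left out. It reversed with FHT-1015 at 2 times the background (0.15, permutation p = 0.249). With each sample left out in turn it ranged from -0.25 to -0.15, and it passed without DMSO replicate 1 (-0.24) or FHT-1015 replicate 3 (-0.25) of HCT116. It did not pass with depth as a covariate (-0.17, permutation p = 0.0747) or with sign flips over the 7 lines (exact p = 0.125). Within lines, 22RV1 had more peaks with FHT-1015 in the deposited lists and fewer with strict peaks (-0.75) and in thinned lists (-0.89). DU4475 likewise reversed with strict peaks (-0.43), q below 0.05 (-0.31) and thinned lists (-0.29). The lists with FHT-1015 at 2 times the background reversed 22RV1 to fewer peaks (-0.25), and A375 (0.12), HCT116 (0.69) and MV411 (0.63, without overlap of the groups) to more. With each sample left out, the sign changed in A375 (-0.15 to 0.14), DU4475 (-0.066 to 0.17) and HCT116 (-0.57 to 0.15). In A375 it turned positive without DMSO replicate 2 (0.08) or FHT-1015 replicate 1 (0.14), in HCT116 without DMSO replicate 2 (0.08) or FHT-1015 replicate 1 (0.15), and in DU4475 negative without FHT-1015 replicate 1 (-0.018) or replicate 2 (-0.066).

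The gene-end share over lines passed the threshold with strict peaks (12.1 points), the 10000 strongest peaks (10.3), thinned lists (9.58), FHT-1015 at 2 times the background (3.50), strict peaks without 92-1 (11.6) or MV411 (12.4), the 10000 strongest peaks without 92-1 (10.9) or MV411 (8.45) and q below 0.05 (2.54, permutation p = 0.0135), and reversed in lists of 114291 peaks, the shortest of all samples (-1.001). Within lines, lists of that length reversed 92-1 (-4.20), RD (-4.35) and MV411 (-0.129), and lists as long as the shortest of the line reversed the same lines (-1.08, -3.66 and -0.526). Strict peaks reversed 22RV1 (9.21) and DU4475 (9.88), the 10000 strongest peaks reversed the same lines (13.7 and 0.187), thinned lists reversed them too (7.62 and 6.68), and a distance of 2.5 kb reversed MV411 (-0.0073). At q below 0.05, 92-1 (-2.47) and DU4475 (2.52) reversed. With FHT-1015 at 2 times the background 22RV1 (3.41), HCT116 (-0.820) and MV411 (-2.77) reversed, with groups apart in 22RV1 and MV411. With each sample left out, the share changed sign in RD (-0.649 without DMSO replicate 1 to 0.894, and -0.142 without FHT-1015 replicate 2), HCT116 (-0.339 without FHT-1015 replicate 1 to 3.93) and MV411 (-0.624 without DMSO replicate 3 to 0.786).

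Same-numbered replicates did not pair the samples. Over 21 pairs of the same number, the correlation of their deviations from the group means over regions lay between -0.0251 and 0.0903, and 0 exceeded 0.1. With the replicate block, the log2 peak number over lines differed by -0.19 (p = 0.0546) and the gene-end share by 0.471 points (permutation tests by sign flips of pairs, p = 0.263), and 0 regions passed in either direction. In other lists the block left the strict peak number (p = 3e-05), the thinned peak number (p = 0.00016) and the gene-end share of strict, thinned and the 10000 strongest peaks (permutation p of 1e-05, 1e-05 and 5e-05) past the threshold. For regions the block uses a sign test, whose smallest p was 3.05e-05 in deposited and 7.63e-06 in strict lists. With so many regions it gave 0 calls in strict lists too, where 4 passed without the block. A sign test over 21 pairs cannot reach the p that 4 regions among 315053 need, so this is no check of those 4.

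Of the regions over lines, strict peaks gave 4 called less often, and each other alternative run on regions gave 0 in each direction under the exact stratified test. The 10000 strongest peaks were not run on regions. At an unadjusted p below 0.05 the thinned lists had 3978 called less often and 88 more often. Lists of 114291 peaks had 10935 and 1497. More regions were called more often (1940) than less often (1193) with FHT-1015 at 2 times the background.

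Lost regions outnumbered gained ones in each line with each alternative that kept all samples, except with FHT-1015 at 2 times the background, where they did in 4 of 6 lines. The counts moved by more than 1.5 times as follows. With strict peaks, 3698 regions were lost in 92-1, 5343 in RD, 1710 in A375, 2025 in DU4475 and 731 in HCT116, and 1 was gained in 92-1, 92 in 22RV1, 7 in RD, 168 in A375, 28 in DU4475, 251 in HCT116 and 185 in MV411. Fewer regions are open to call there. In lists as long as the shortest of the line 7891 were lost in 92-1 and 1170 in HCT116, and 3160 gained in 22RV1. An overlap of 250 bp, which only wider peaks can meet, left 5059 lost in 92-1, 6501 in 22RV1, 2798 in DU4475, 624 in HCT116 and 12596 in MV411, and 13 gained in 92-1, 422 in 22RV1, 292 in RD, 580 in A375, 896 in DU4475, 231 in HCT116 and 183 in MV411. With q below 0.05, 9652 were lost in 92-1, and 3441 gained in 22RV1, 121 in RD, 607 in A375, 690 in DU4475 and 535 in HCT116.

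In thinned lists 8417 were lost in 22RV1, 3776 in RD, 2278 in A375, 943 in DU4475, 379 in HCT116 and 8680 in MV411, and 55, 6, 72, 69, 255 and 547 gained. With FHT-1015 at 2 times the background 5924 were lost in 22RV1, 2031 in RD, 1086 in A375, 459 in DU4475, 109 in HCT116 and 3395 in MV411, and 325 gained in 22RV1, 35 in RD, 487 in A375, 444 in DU4475 and 3622 in MV411, while HCT116 gained 1175, within 1.5 times the 804 of the deposited lists. With a summit inside and no interval of the other group within 500 bp, 7311 were lost in 22RV1, 4051 in RD, 3257 in A375, 1643 in DU4475 and 1150 in HCT116, and 530 gained in 92-1, 2392 in 22RV1, 401 in RD, 522 in A375, 943 in DU4475, 431 in HCT116 and 588 in MV411. The real split did not give the highest count in 92-1 and A375 with strict peaks (3699 against 4078, and 1878 against 4731), nor in HCT116 with an overlap of 1 bp (3280 against 3919), merged peaks (2667 against 2921) and thinned lists (634 against 1121), nor in A375 and HCT116 with FHT-1015 at 2 times the background (1573 against 1810, and 1284 against 1940).

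Leaving out a sample raises the counts by construction, because the rule then asks for 5 samples, and the group that lost a sample is counted under the looser rule, so lost and gained counts cannot be set against each other there. Lost regions ranged from 18399 to 45648 in 92-1, 16872 to 26348 in 22RV1, 10748 to 18813 in RD, 6818 to 14544 in A375, 6039 to 11920 in DU4475, 2746 to 12738 in HCT116 and 27375 to 32796 in MV411. Gained regions ranged from 1193 to 10322, 6464 to 24769, 1794 to 9135, 1986 to 8931, 3785 to 13538, 1257 to 8165 and 1231 to 5489 in the same order. The highest lost counts came without a DMSO sample and the highest gained counts without an FHT-1015 sample. Those of HCT116 came without DMSO replicate 1 and FHT-1015 replicate 1.

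The difference between lines in the gene-end share passed the threshold with FHT-1015 at 2 times the background (SD 6.19 points, permutation p = 0.0355) and under no other alternative run. The difference between lines in peak number, replicate similarity and the number of regions lost in 2 or more lines kept their side of the threshold under each alternative run, although the last moves with the number lost in each line. It ranged from 636 in thinned lists to 3031 with an overlap of 1 bp. Of the 14 lineage loci, 11 moved by more than the spread between replicates with strict peaks, 5 in lists as long as the shortest of the line, 3 within 250 kb and 1 within 50 kb. Of the 34 named regions, the difference in samples with a call changed for 20 with an overlap of 250 bp, 12 with strict peaks, 8 with an overlap of 1 bp and 5 in lists as long as the shortest of the line, and none changed sign. The motif tests and their alternatives were not run, since no genome sequence was used. Thinning gives no value for 92-1. Depth limits 92-1 most, where the strict lists held between 1412 and 66350 peaks. In the deposited lists a loss in 4 lines was not detected with 200 such regions planted.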

Other observations

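The tests of background, depth, list length, peak names, interval edges and shared strength in this part were chosen, and the counts over other splits of the samples were set out, only after the results had been seen.

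Gene ends took a larger share of strong peaks after 4 h of FHT-1015. A difference in background alone would vanish at equal background, yet the rise was 9.58 percentage points in 6 lines there. Sequencing depth that the background does not show stays open. With FHT-1015 at 2 times the background the rise was 3.50 points, in 3 of 6 lines, and MV411 fell by 2.77 points without overlap of the groups. The true depths are unknown, so depth and treatment cannot be told apart. A difference in list length alone would vanish with 10000 peaks per sample, where the share rose by 10.3 points. Strict and thinned lists were shorter with FHT-1015 in each line, so their rises are not apart from list length. No setting equalised background and list length together. In DU4475 the rise was 6.68 points in thinned lists and 0.187 among 10000 peaks, while in 22RV1 it was 7.62 and 13.7. The smaller of the rises in the sets of lines with and without small in their peak names was 7.55 points, so neither set alone carried it. A candidate explanation is that accessible elements away from gene ends, inside or outside genes, depend more on the ATPases than gene ends do. Strict peaks, which were fixed before the data were examined, gave a rise of 12.1 points, while the thinned and 10000-peak lists were chosen after. In lists of 114291 peaks the share did not rise (mean difference -1.001 points), so it concerns the strongest peaks. Differences between samples in the ratio of signal to background beyond depth were not tested apart from it.

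More regions were lost than gained. At equal background the lowest percent lost among lost and gained regions was 59.8, in HCT116, over the 6 lines thinned, so a background difference alone does not give the excess in those lines. In HCT116 this rests on few regions, and 1 of the other splits of the thinned lists gave more. With FHT-1015 at 2 times the background the percent lost was 98.3 in RD, 94.8 in 22RV1 and 69.0 in A375, where the excess stayed, 50.8 in DU4475, 48.4 in MV411 and 8.49, the lowest, in HCT116. The true depths are unknown and larger multiples were not run, so sequencing depth that the background does not show cannot be told apart from treatment. In 92-1 the FHT-1015 background was 57.7% of the DMSO background on average and no comparison at equal background was made, so background and treatment cannot be told apart in that line. Edges of intervals alone do not give the excess either. Among regions clear of intervals of the other group the lowest percent lost was 63.5, in DU4475.

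In the deposited lists, in each of the 7 lines, only the real split, 1 of the 10 splits of the 6 samples, gave as many lost and gained regions. The real value and the highest of the other splits were 17075 and 8451 in 92-1, 18135 and 7312 in 22RV1, 10251 and 3710 in RD, 7409 and 5203 in A375, 6748 and 5019 in DU4475, 2708 and 2697 in HCT116, and 22128 and 2253 in MV411. With strict peaks another split gave more in A375 (4731 against 1878) and in 92-1 (4078 against 3699). With 10 splits chance cannot be excluded in any line alone.

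Over lines, 20334 regions had an unadjusted p below 0.05 and were called less often, against 7019 in the highest of the other 99 splits, so 1 of 100 splits gave as many. With strict peaks the values were 8871 and 2051, again 1 of 100 splits. Regions lost in 2 or more lines numbered 2871 against 595, also 1 of 100 splits. Chance is thus an unlikely source of these counts, although 1 of 100 is the smallest share that these splits can give. No single region of the deposited lists passed the adjusted test. Each of these counts grows with the number of regions lost, so they do not show that lines lose the same regions. With FHT-1015 at 2 times the background, 1193 regions were called less often and 1940 more often at an unadjusted p below 0.05 (exact stratified test). The direction thus depends on how the background is matched.

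Whether lines lose the same regions was tested by the ratio of regions lost in both of 2 lines to the number expected among regions of like strength. The ratio was 2.12 with the real labels and up to 2.79 in the other draws, with 28 of 100 draws as large. At equal background it was 3.32, and up to 4.53 in the other draws, with 7 of 100 as large. In strict lists it was 3.08, and up to 4.96 in the other draws, with 6 of 100 as large, a test set out before its value was seen. The sharing is consistent with regions of like strength that drop out together under any grouping of the samples, since no ratio passed the threshold of 0.05, but in strict and thinned lists few draws were as large, so sharing beyond that stays open. Apart from the ratio, 4 single regions of the strict lists passed the adjusted exact test, and the first of them was called in 18 DMSO and 0 FHT-1015 samples and lost in 6 lines (adjusted p = 0.00985). In the deposited lists no region was lost in more than 4 lines, so weaker peaks may remain at the first of them with FHT-1015. Elements that several lines share and that depend on the inhibited ATPases are thus a hypothesis. It rests on the strict peaks of these 4 regions, with sequencing depth left open as above.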
